# Expression Analysis of Circular RNAs in Young and Sexually Mature Boar Testes

**DOI:** 10.3390/ani11051430

**Published:** 2021-05-17

**Authors:** Fei Zhang, Xiaodong Zhang, Wei Ning, Xiangdong Zhang, Zhenyuan Ru, Shiqi Wang, Mei Sheng, Junrui Zhang, Xueying Zhang, Haiqin Luo, Xin Wang, Zubing Cao, Yunhai Zhang

**Keywords:** circular RNAs, pig, testis, sexual maturity, expression profile

## Abstract

**Simple Summary:**

Circular RNAs are novel long non-coding RNA involved in the regulation of gene expression. Recently, the expression of circRNAs was characterized in testes of humans and bulls. However, the profiling of circRNAs and their potential biological functions in boar testicular development are yet to be known. In this study we characterized expression and biological roles of circRNAs in piglet (30 d) and adult (210 d) boar testes by high-throughput sequencing. We identified a large number of circRNAs during testicular development, of which 2326 circRNAs exhibited a significantly differential expression. Gene ontology analysis revealed that these differential expressed circRNAs might be involved in regulating spermatogenesis and hormone biosynthesis. Overall, the results indicate that circRNAs are abundantly expressed in boar testes and exhibit dynamic changes during testicular development. These findings will enable the provision of potential molecular markers for both breeding of elite boars and evaluating developmental status of boar testes.

**Abstract:**

Testicular development is critical for male animals’ reproduction and is tightly regulated by epigenetic factors. Circular RNAs (circRNAs) were recently identified in the testes of humans and bulls. However, the expression profile of circRNAs and their potential biological functions in boar testicular development remain unclear. We identified 34,521 and 31,803 circRNAs in piglet (30 d) and adult (210 d) boar testes by high-throughput sequencing, respectively. Bioinformatics analysis revealed that these circRNAs are widely distributed on autosomes and sex chromosomes. Some of the host genes can generate multiple circRNAs. A total of 2326 differentially expressed circRNAs (DECs) derived from 1526 host genes was found in testicular development, of which 1003 circRNAs were up-regulated in adult boar testes and 1323 circRNAs were down-regulated. Furthermore, gene ontology analysis of host genes of DECs revealed that these circRNAs are mainly involved in regulating spermatogenesis, cilia motility, and hormone biosynthesis. The Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis revealed that the DECs are markedly enriched to stem cell pluripotency regulation, tight junctions, adhesion junctions, and cAMP signaling pathway. These results indicate that circRNAs are abundantly expressed in boar testes and exhibit dynamic changes during testicular development.

## 1. Introduction

The domestic pig not only provides enriched animal derived food products for humans, but also is increasingly used as an animal model for human disease in biomedicine, while the boar fertility in the swine industry determines the productive efficiency of commercial pork and the progress of genetics in the pig-breeding program. It should be noted that the developmental status of boar testes frequently affects the sperm quality, which in turn determines the boar fertility [1]. Accumulating evidence revealed that the testicular development in pigs is tightly regulated by multiple genetic factors [2]. However, the epigenetic mechanisms underlying boar testicular development remain largely unclear.

Testis is the main reproductive organ of male animals, the functions of which are spermatogenesis and androgen secretion. Androgens are produced by testicular mesenchymal cells and play significant roles in maintaining spermatogenesis and accessory sexual gland development. Thus, spermatogenesis and androgen secretion both affect the physiological reproductive processes of male animals [3]. The development of testis starts from the formation of testicular primordium in the embryonic stage. Leydig and Sertoli cells begin to proliferate and differentiate. From postnatal to prepuberty, the development of spermatogenic cells is in a state of stagnation, and the convoluted seminiferous tubules are almost parenchymal without obvious lumen. Mammalian testicular development and spermatogenesis are highly precise and orderly processes with clearly distinguished stages. Accordingly, testicle-specific genes are expressed in strict accordance with temporal and spatial factors at different developmental stages and participate in the regulation of many aspects of sexual development and function under the action of numerous different factors [4,5]. The normal development of testes requires the regulation of cell-cycle-related genes such as cyclin and cyclin-dependent kinase (*CDK*) [6] as well as meiosis-related genes such as deleted in azoospermia (*DAZ*) family genes [7]; stimulated by retinoic acid gene 8 (*STRA8*) [8]; synaptonemal complex protein gene; heat shock protein gene (*HSP*); proto-oncogene; spermatogenesis related genes such as transition nuclear protein genes (*TNP*), protamine gene 1(*PRM1*) [9], tektin gene (*TEKTIN*), cation channel of sperm (CatSper) family genes, and transcription regulators; and apoptosis related genes such as *Bax*/*Bcl-2* (B cell lymphoma-2) family genes, *P53* gene [10], *Fas*/FasL (Fas Ligand) genes, and *c-kit* (c kitproto oncogene)/SCF (Stem cell factor) genes.

The extensive application of molecular biology technology has made it possible to elucidate the molecular regulatory mechanisms in genomes, and it has been increasingly applied to the field of animal breeding and reproduction. Gene regulation is the fundamental cause of all biological behaviors and phenotypes. It is a multi-level, multi-channel, multi-mode spatiotemporal dynamic process that mainly occurs at the transcription and post-transcription levels. In a narrow sense, the term “transcriptome” typically refers to the total mRNA of an organism. In a broader sense, it refers to all the RNAs, including mRNA and non-coding RNA (ncRNA), such as microRNA (miRNA), circular RNA (circRNA), long non-coding RNA (LncRNA), small interfering RNA (siRNA), and PIWI-interacting RNA (piRNA) transcribed by an organism in a specific environment or physiological state. Research into ncRNA has become a scientific frontier in the post-genomic era and accounts for an important area of functional genomic research. Researchers have studied the effects of many different types of genetic profiles, such as gene expression [11], proteome [12], small RNA [13], and piRNA [14] profiles on testicular development and/or spermatogenesis in mice.

Epigenetics is a new branch of genetics, which has become one of the most popular research fields in life science, including DNA methylation, histone modification and ncRNA, chromatin remodeling, and genomic imprinting. Proper regulation of DNA methylation is necessary for normal testicular development and maturation [15]. Spermatogenesis depends on precise histone modification regulation. Knockout of histone H3K9 deacetylase Jmjd1a in mice leads to the increase of histone acetylation level in sperm cells and germ cell apoptosis, which leads to micro-testis, oligospermia, and infertility [16]. NcRNAs are divided into short non-coding RNA (small RNA) and LncRNA according to the length of transcripts [17]. These ncRNAs mainly exert a critical role in spermatogenesis. However, the role of ncRNA in testicular development remains largely unclear.

CircRNAs are a recently discovered new class of ncRNA and generated by pre-mRNA back splicing. Unlike linear RNA, CircRNA forms a covalently closed circular structure and has shown great application potential as a gene regulatory factor [18] involved in a variety of biological processes such as growth, development, reproduction, and disease. CircRNAs can be divided into three categories according to their sequence construction and the location of the source genome, i.e., exon circRNAs, intron circRNAs (ciRNAs), and exon-intron circRNAs (EIciRNAs). Recently, circRNAs have been proved to be rich in conserved miRNA response elements (MREs), and act as competing endogenous RNAs (ceRNAs) or natural miRNA sponges in regulating gene expression, they communicate with and co-regulate each other by competing for binding to shared miRNA [19]. Exon circRNAs are mainly found in the cytoplasm and act as an miRNA sponge [20], while ciRNAs and EIciRNAs are thought to be regulators of parental gene in the cis/transcribed nucleus [21]. Some circRNAs can also regulate gene expression by competitive alternative splicing or by acting as a translation template [22]. Another promising application for circRNA research is the development of novel biomarkers for diseases [23]. It has been reported that circRNAs are abundant in the testes or semen supernatants of bulls [24], humans [25], and boars [26]. Meanwhile circRNAs were also identified in porcine sperm and related to sperm motility [27]. Deep sequencing of the transcriptomes of multiple tissues and organs including the brain and testis in rats has demonstrated that the level of tissue-specific circRNAs in the testis is second only to that of brain tissue [28]. It has been shown that the pig circRNAs show modest sequence conservation with human and mouse circRNAs, are flanked by long introns, exhibit low abundance, and are expressed dynamically in a spatiotemporal specific manner [26]. Though they revealed circRNA expression landscape in testes of boars, Liang et al. did not provide differently expressed circRNAs of testis between prepubertal young and sexually matured adult boars. The function of testicular-specific circRNA was initially reported to be that of a miR-138 sponge [20], indicating that circRNAs may be involved in the complex regulatory network of testicular development and spermatogenesis. CircRNAs are then thought to be involved in mammalian reproduction regulation and related to sperm motility and activity [25]. Therefore, studying changes in the circRNA expression profile of boar testes upon sexual maturation can reveal the characteristics of the transcriptome and the regulatory molecular mechanisms of boar testicular development.

In this study, we performed the circRNA expression profiles of young and sexually mature Landrace boar testicles. This study laid a foundation for further study on the relationship between circRNAs and testicular function and reproductive regulation in breeding pigs.

## 2. Materials and Methods

### 2.1. Sample Collection

The testicles of young (30-day-old, three boars, average weight 8.5 kg, labelled Piglet-D30) and sexually mature (210-day-old, three boars, average weight 155 kg, labelled Adult-D210) Landrace boars were obtained from Anhui Hoshine Agro-Pastoral Co., Ltd., Anhui, China. For the sexually mature group, adult boars were undergoing normal spermatogenesis as evidenced by seminal parameters prior to harvesting testis for experiment. One of the testes was randomly selected for RNA isolation and histological analyses. The testicular samples were immediately cut into small pieces, transferred into cryogenic vials, and stored in liquid nitrogen. Samples were transported to LC Sciences, Hangzhou, China for subsequent library construction and sequencing.

### 2.2. Morphological and Histological Assessment

The testicles were cut into small pieces, washed in precooled DPBS three times, and then fixed in Bouin’s fixative solution. Paraffin embedded tissues were used to make histological sections. Following hematoxylin and eosin (H & E) staining, the images were acquired using microscopy (Olympus DP72).

### 2.3. Total RNA Isolation, Purification, and Quality Control

Total RNA was isolated and purified from each sample using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. Then, NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA) was used to determine the amount and purity of total RNA, and Agilent 2100 was used to test the integrity of the RNA with an RNA integrity number > 7.0 being taken as the standard of total RNA quality.

### 2.4. cDNA Library Construction and Sequencing

Aliquots of total RNA (5 μg) from each group were taken and the ribosomal RNA was removed using a Ribo-ZeroTM rRNA Removal Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions [29]. The left RNA was then incubated at 37 °C for 30 min with 5 U/μg RNase R (Epicentre Inc, Madison, WI, USA) to remove linear RNA. After removing ribosomal and linear RNAs, the enriched circRNAs were fragmented into small pieces using divalent cations under high temperature conditions. Then the cleaved RNA fragments were reverse-transcribed to produce the cDNA, which was next used to synthesize U-labeled second-stranded DNAs using TruSeq Stranded Total RNA HT Sample Prep Kit (Illumina, San Diego, CA, USA) with RNase H, E. coli DNA polymerase I and dUTP. An A-base was then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contained a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Single- or dual- index adapters were ligated to the fragments, and size selection was performed with AMpure XP beads. After the heat-labile UDG enzyme treatment of the U-labeled second-stranded DNAs, the ligation product was amplified by PCR under the following conditions: Initial denaturation at 95 °C for 3 min, denaturation at 98 °C for 15 s, annealing at 60 °C for 15 s, extension at 72 °C for 30 s, a total of 8 cycles, finally extending for 5 min at 72 °C. Six cDNA libraries with an average fragment size of 300 bp (±50 bp) were generated. Finally, 150 bp paired-end sequencing was performed on an Illumina Hiseq4000 (LC Sciences, Hangzhou, China) according to the supplier’s recommended protocol.

### 2.5. Sequence Map and circRNA Prediction

The Cutadapt (V1.10) software [30] was used to remove the reads containing adaptor contamination and low-quality bases and undetermined bases. i.e., those with more than 50% low-quality (Q Value ≤ 20) bases or more than 10% unknown nucleotides (N), to obtain clean reads. For further analyses, the raw sequencing data was filtered to obtain clean data (Table S1). FastQC software version V0.10.1 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 3 May 2012) was then used to validate the quality of sequences. TopHat2 (V.2.0.4, mate-inner-dist 50, mate-std-dev 20, min-anchor 4, min-intron-length 20, max-intron-length 500,000, read-edit-dist 2, min-segment-intron 70, max-segment-intron 40,000, read-mismatches 2, library-type fr-firststrand) [31] was used to map the clean reads to the reference genome (Sus_scrofa V88). Remaining reads (unmapped reads) were still mapped to the genome using TopHat-Fusion software version V2.1.0 (Center for Bioinformatics and Computational Biology, MD, USA) [32]. CIRCExlorer2 software version V2.2.6 (Key Laboratory of Computational Biology, Shanghai, China) [33] was used to de novo assemble the mapped reads to circular RNAs at first; Then, back splicing reads were identified in unmapped reads by TopHat-Fusion software version V2.1.0 and CIRCExplorer2 software version V2.2.6. Statistical analysis was performed on the identified circRNAs in terms of type, chromosome distribution, and length distribution. The length of circRNAs was indeed calculated based on the exonic regions. circRNA was assembled based on the assumption that introns and intergenic regions are spliced, and the length of circRNA calculated based on the assembled sequence.

### 2.6. Expression Profile and Analysis of Differentially Expressed circRNAs

The total number of reads spanning back-spliced junctions was served as an absolute measure of circRNA abundance. SRPBM (number of circular reads/number of mapped reads (units in billion)/read length) reads were denoted to estimate the relative expression of a circRNA [34]. Raw counts were used as input for edgeR [35] to identify differentially expressed circRNAs across samples and groups. The differential expression of circRNAs before and after sexual maturity was determined by log2|fold_change| ≥ 1 and features with FDR-adjusted *p* Value less than 0.05.

To identify the possible functions of differentially expressed circRNAs and their host genes involvement in the common biological processes, we selected host genes of differentially expressed circRNAs for Gene Ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. The host genes of differentially expressed circRNAs were classified into three categories of the GO database: biological processes, cellular components, and molecular functions. The KEGG database was used to ascribe identified host genes of differentially expressed circRNAs to biological mechanisms and cellular pathways. GO and KEGG enrichment analysis was performed using (http://geneontology.org, accessed on 2 July 2018 and http://www.kegg.jp/kegg, accessed on 1 January 2018).

### 2.7. miRNA Sponge Analyses

The interaction between circRNA and miRNA was analyzed by Targetscan software version V5.0 (Whitehead Institute for Biomedical Research, MA, USA) and miRanda software version V3.3a (Memorial Sloan-Kettering, NY, USA). Targetscan predicted miRNA target based on seed region [36]. miRanda tool was used to predict the potential miRNA binding sites on the circRNA [37]. The filter thresholds are Targetscan-Score ≥ 50 and miRanda-Energy < −10.

### 2.8. Validation of circRNA Using Quantitative Reverse Transcription PCR

In order to verify the accuracy of the circRNA data obtained by sequencing, total RNA was incubated at 37 °C with 5 U/μg of RNase R (Epicenter Bio-technologies, Mumbai suburban, India). RNA without RNase R treatment served as control group. Reverse transcription was performed using a Quanti Tect Reverse Transcription Kit (Qiagen, Hilden, Germany according to the manufacturer’s instructions. Quantitative Reverse Transcription PCR (RT-qPCR) was performed on a StepOne Plus real-time PCR system (Applied Biosystems, CA, USA) using SYBR Green PCR Master Mix (Roche, Basel, Switzerland). The reaction conditions were as follows: 1 cycle at 95 °C for 2 min and 5 s at 95 °C, 10 s at 60 °C, 40 cycles. Relative expression and 2(-Delta Delta C(T)) method were used to quantitatively analyze gene expression [38]. The expression levels of circRNAs were calculated after normalization to *EF1α1* levels in each sample. The primers used are listed in Table S2. Each experiment was performed in three independent replicates.

### 2.9. Statistical Analysis

RT-qPCR was repeated three times. Differences between the data were analyzed by SPSS (V25.0) using a Student’s *t*-test. Values were expressed as mean ± standard error of the mean (mean ± S.E.M). *p* value < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Morphological and Histological Characteristics of Testicular Tissue

Testis tissue staining showed that there are many types of cells in the testicular tissues of young Landrace breeding boars, such as Leydig cells, spermatids, and Sertoli cells (Figure 1A,B). A seminiferous tubule structure was formed and was thin and tightly arranged, but the lumen was still in a locked state. Spermatogonium are the only type of germ cells present in the testicular tissues of the young boars, which lack spermatocytes and spermatozoa. Testicular interstitial cells are uniformly distributed around seminiferous tubules, and spermatogonia are neatly arranged along the seminiferous tubule basement membranes.

Conversely, the seminiferous tubules in the testicular tissues of sexually mature Landrace boars are clear and complete, with lumina clearly observed in the center of the seminiferous fine tube cords, forming seminiferous tubules (Figure 1C,D). There are multiple layers of cells in lumina, and mature sperm are observed. These results indicate that spermatogenesis is present in the seminiferous tubules of the sexually mature boars.

### 3.2. Basic Characteristics of circRNA

To investigate the expression profile and possible biological functions of circRNAs in boar testicular tissues before and after sexual maturity, this study used total RNA-Seq (with removal of ribosomal and linear RNAs) to sequence and analyze the circRNAs in the testicular tissues of young and sexually mature Landrace boars. 

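One testis library was sequenced from each of 3 Piglet-D30 boars, aged 30 days, and each of 3 Adult-D210 boars, aged 210 days. The authors aligned the clean reads with TopHat2, collected reads that span a back-splice junction with TopHat-Fusion and CIRCExplorer2, and deposited the number of such reads for each circRNA and library, without normalization. Beside each count stood its SRPBM, the count scaled by the number of mapped reads of the library and by the read length of 150. Because the ratio of count to SRPBM was the same for every circRNA of a library, the mapped reads could be recovered from it. They came to 37364412, 43625471 and 43424224 in Piglet-D30 replicates 1 to 3 and to 49179118, 40452590 and 48801540 in Adult-D210 replicates 1 to 3. The table analysed here listed 4350 circRNAs, 1798 intronic (called ciRNA by CIRCExplorer2) and 2552 exonic, with 33091, 18445 and 18618 back-splice reads in the 3 Piglet-D30 libraries and 23583, 14305 and 12701 in the 3 Adult-D210 libraries. The other circRNAs of the paper were not analysed here. The intronic circRNAs came from 18 autosomes and chromosome X, and their numbers ran without a gap up to 1798. The exonic circRNAs lay on chromosome 13 (1693), chromosome 8 (560), chromosome 7 (257) and chromosome 12 (42), and all 2552 had at least 1 read in Piglet-D30 replicate 1, against no more than 1247 in each of the other libraries. A comparison of the groups over the exonic circRNAs therefore leaves out those seen only in other libraries, whereas the intronic circRNAs carry no such condition. Counts were compared between the groups with edgeR's quasi-likelihood test, and single values per library with exact permutation tests, for which 3 boars against 3 cannot give a two-sided p below 0.1. Coordinates are those of the deposited table, on the Ensembl pig assembly that the paper used, counted from 1.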

A total of 49,090 candidate circRNAs were obtained from the testis before and after sexual maturity (Table S3). 

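In the table analysed here, the 4350 circRNAs were supported by 120743 back-splice reads over the 6 libraries, 114444 of them exonic and 6299 intronic. A single read over all 6 libraries was the only support of 1180 circRNAs (27.1%). This share was 51.3% among the intronic circRNAs (922) and 10.1% among the exonic circRNAs (258). The median was 1 read per intronic circRNA and 9 reads per exonic circRNA, and 1341 circRNAs (71 intronic and 1270 exonic) had at least 10 reads.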

Among them, 34,521 and 31,803 circRNAs were detected in the Piglet-D30 and Adult-D210 samples, respectively, with 17,287 unique to the Piglet-D30 group, 14,569 unique to the Adult-D210 group, and 17,234 circRNAs in both groups (Figure 2A). 

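Of the intronic circRNAs, 1171 were detected by at least 1 read in the Piglet-D30 group and 804 in the Adult-D210 group, with 994 unique to the Piglet-D30 group, 627 unique to the Adult-D210 group and 177 in both. Detection in at least 2 of the 3 libraries of a group, in place of 1 read in any library, moved these numbers most, to 143 in Piglet-D30, 96 in Adult-D210 and 54 in both. Of the 2552 exonic circRNAs, chosen by the table to have a read in Piglet-D30 replicate 1, 1559 also had a read in the Adult-D210 group. Without that library, 1557 of them were detected in the 2 other Piglet-D30 libraries.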

Using CIRCExlorer2 software, circRNAs can be divided into exon-circRNA, and intron-circRNA according to their position on the genome. 

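The 1171 intronic circRNAs detected in Piglet-D30 were 3.39% (95% Wilson interval 3.21 to 3.59) of the paper's total of 34521 circRNAs for that group, and the 804 detected in Adult-D210 were 2.53% (2.36 to 2.71) of the paper's total of 31803. These intervals cover counting error only, since circRNAs are not independent of each other and reads without molecular identifiers are not independent molecules. Per library, 454.3 ± 27.5 (SD, n = 3) intronic circRNAs were detected in Piglet-D30 and 310.0 ± 26.9 (SD, n = 3) in Adult-D210. Every piglet library lay above every adult library (exact permutation test, two-sided p = 0.1, n = 3 and 3, the smallest p possible). Intronic back-splice reads made up 30.6 ± 8.07 (SD, n = 3) per 1000000 mapped reads in Piglet-D30 and 18.4 ± 4.17 (SD, n = 3) in Adult-D210. The nearest libraries of the 2 groups, Piglet-D30 replicate 3 and Adult-D210 replicate 1, were at 23.1 and 22.3 reads per 1000000 (exact permutation test over n = 3 and 3, two-sided p = 0.1).

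**Figure D1:**
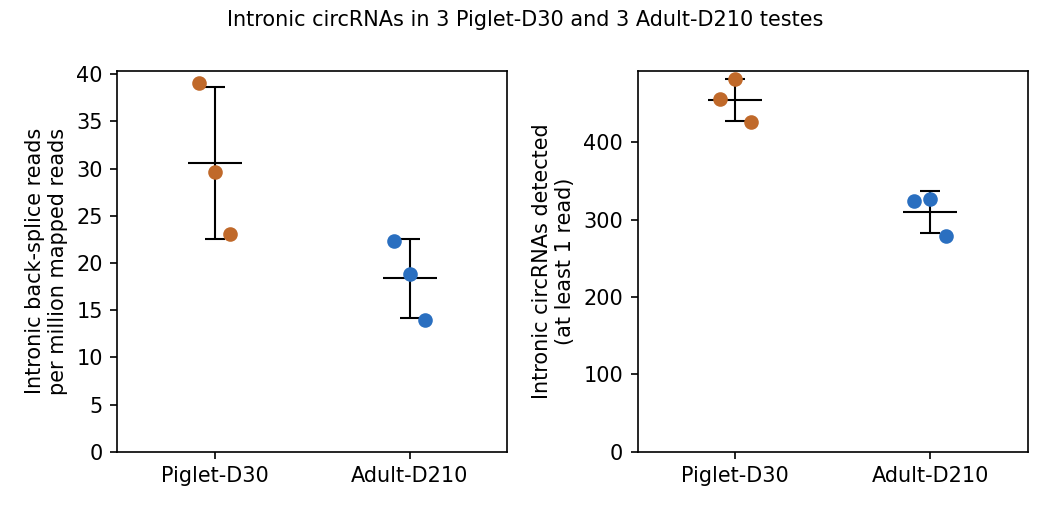
Intronic back-splice reads per 1000000 mapped reads (left) and number of intronic circRNAs detected by at least 1 read (right) in each of the 3 Piglet-D30 and 3 Adult-D210 libraries. Points are libraries, horizontal lines are means and bars are 1 SD, and the 3 adult libraries, at 279 to 327 intronic circRNAs, lie below the 3 piglet libraries.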

Here, the Piglet-D30 group contains 96.6%, and 3.4% of these two types, respectively, while the Adult-D210 group contains 97.5%, and 2.5%, respectively (Figure 2B). The GC content of all the circRNAs obtained by sequencing is 48.02% and that of their mRNA is 52.11% (Figure 2C).

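The 1798 intronic circRNAs lay on all 18 autosomes and on chromosome X. Chromosome 2 held the most, 234 (13.0%), followed by chromosome 6 with 155 (8.62%) and chromosome 12 with 151 (8.40%), and chromosome 11 held the fewest, 14 (0.78%). Chromosome 2 also held the most within each group, 156 in Piglet-D30 and 114 in Adult-D210. On chromosome X, 32 intronic circRNAs were detected in Piglet-D30 and 20 in Adult-D210. Its share of the intronic circRNAs detected in a library was 2.41% ± 0.26 (SD, n = 3) in Piglet-D30 and 2.23% ± 1.28 (SD, n = 3) in Adult-D210, a difference smaller than the spread between the adult libraries (exact permutation test, two-sided p = 0.9). With back-splice reads counted in place of circRNAs, the sign of the difference changed, to 0.05 percentage points higher in Adult-D210.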

The 49,090 circRNAs are widely distributed on all chromosomes (Figure 3A,B). 

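The genomic span of each circRNA, from its first to its last base with introns included, was taken from the coordinates, since no genome was used here to remove introns. The 1798 intronic circRNAs spanned 119 to 248658 nt with a median of 419 nt, and 1791 of them (99.6%) spanned between 100 and 10000 nt. The 2552 exonic circRNAs spanned 138 to 329749 nt with a median of 8725 nt, and 1402 of them (54.9%) lay in that range. The shortest exonic circRNA was circRNA1223 of PPP1R13B (chromosome 7, 130817359 to 130817496, 1 exon), and the longest was circRNA10463 of ARHGAP24 (chromosome 8, 142313992 to 142643740, 3 exons), which was supported by 2 reads, both in Piglet-D30 replicate 1.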

The shortest sequence circRNA is 98 nt in length while the longest is 496,661 nt, with most (28,947, 58.97%) have lengths in the range 100–10,000 nt (Figure 3C,D). 

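Exon numbers were read from the deposited annotation. Of the 2552 exonic circRNAs analysed, 2241 (87.8%) had no more than 7 exons, and the median was 4. The most exons, 21, were listed for circRNA11171 of FANCD2, which had 1 read. A single exon was listed for 98 exonic circRNAs (3.84%). Among the 1559 that were also detected in Adult-D210, 51 (3.27%) had a single exon. Each intronic circRNA is listed with 1 exon.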

The sequenced circRNAs consist of at least one exon and a maximum of 65 exons, with most (42,485, 86.54%) consisting of no more than seven exons and 2597 circRNAs in the Piglet-D30 group consisting of only one exon (Figure 3E). In the Adult-D210 group, 3066 circRNAs consist of only one exon (Figure 3F). 

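The 4350 circRNAs analysed were assigned to 1861 host genes. The 2552 exonic circRNAs came from 659 of them, 233 of which had 1 exonic circRNA. The most exonic circRNAs, 43 with 3626 reads in all, came from the host gene listed as ENSSSCG00000011340, followed by 32 from PTPN13. TIAM1 and WDFY3 had 27 each. The 1798 intronic circRNAs came from 1265 host genes, 949 of which had 1, and PTBP1 had the most, 20.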

The results show that one source gene may generate several different circRNAs, with 49,090 circRNAs being derived from 8254 source genes. Approximately 500 circRNAs out of the 40,000 circRNAs are >10 RPM (Reads of exon model per million mapped reads), in general the potential circRNAs were found at low abundance. 

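The mean SRPBM over the 6 libraries was above 10 for 48 of the 4350 circRNAs analysed (1.1%), 47 exonic and 1 intronic. These 48 circRNAs held 35.2% of the back-splice reads. The median SRPBM was 0.0975 over all circRNAs, 0.254 over the exonic and 0.0297 over the intronic circRNAs. The highest mean belonged to circRNA12278 of SLC38A10 (88.6), followed by circRNA1183 of SETD3 (85.1) and circRNA11869 of GRAMD1C (62.0). Counting circRNAs above 10 in any one library gave 119. On the scale of reads per 1000000 back-splice reads of the table, which holds only part of each library, 3426 circRNAs were above 10.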

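In Piglet-D30, the 1171 intronic circRNAs detected came from 890 host genes, 694 of which generated only 1. With at least 2 reads required over the group, 479 host genes remained detected. Both groups shared 250 host genes of intronic circRNAs.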

For Piglet-D30, the circRNAs are derived from 7304 genes, and 2371 source genes generate only one circRNA (Figure 3G). 

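In Adult-D210, the 804 intronic circRNAs detected came from 625 host genes, 513 of which generated only 1. Exonic circRNAs in Adult-D210 came from 488 host genes, 191 with only 1, counted among the exonic circRNAs with a read in Piglet-D30 replicate 1.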

There are 6687 source genes for Adult-D210, 2161 of which they only produce one circRNA (Figure 3H).

### 3.3. Identification of Differentially Expressed circRNAs in Testicular Tissues of Young and Sexually Mature Landrace Boars

The circRNA expression profiles of the testicles of the young and sexually mature Landrace boars were analyzed to identify the circRNAs that are suggestive differentially expressed. The experimental results were analyzed in terms of the RPM model to quantify circRNA abundance and to calculate the significance of differences between groups. 

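The 1341 circRNAs with at least 10 reads over the 6 libraries were tested with edgeR's quasi-likelihood test after TMM normalization of the back-splice totals. With a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change of at least 1 in size, 111 were called. At an unadjusted p-value under 0.05 with the same fold change limit, 324 were called. Of the alternatives that kept all 6 libraries without a block, scaling by mapped reads moved the number of calls most, to 77, of which 70 were among the 111. Leaving out each library in turn gave 33 to 78 calls, of which 32 to 69 were among the 111. These fits had 1 boar fewer in a group and so less power. A call lost in them need not rest on a single boar. The part of Table S4 that could be read lists 81 of the tested circRNAs, and 79 of these were called here, in the paper's direction of Table S4. The paper's own p-values in that part of the table are no higher than 0.00219. Of the 210 tested circRNAs that the readable parts of Tables S4 to S6 list, 99 were called here, and 12 of the 111 are not listed there. The 2 of the 81 not called, circRNA1004 and circRNA11870, had adjusted p-values of 0.0525 and 0.0525 by edgeR's quasi-likelihood test and were picked out only because they were not called.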

A total of 2326 differentially expressed circRNAs (*p* Value < 0.05) were identified between the Piglet-D30 and Adult-D210 groups (Table S4). 

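Of the 111 called circRNAs, 46 were higher and 65 lower in Adult-D210 than in Piglet-D30, with a median log2 fold change of −0.42 over all 1341 tested. Scaled by mapped reads, this median was −0.90, and 9 were called higher and 68 lower. The smallest p-value belonged to circRNA10646 of SATB1 (chromosome 13, 6091992 to 6097905, 4 exons), at 20.7 ± 13.9 SRPBM (SD, n = 3) in Piglet-D30 and 0.764 ± 0.161 (SD, n = 3) in Adult-D210. Its log2 fold change was −4.13 (standard error 0.44, adjusted p = 4.81e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same direction followed circRNA12223 of UMODL1, circRNA10039 of SLC4A4, circRNA10972 of DCAF1 (log2 fold change −2.17) and circRNA10106 of CCNI (−1.81). For circRNA10039 the Piglet-D30 libraries held 63, 28 and 34 reads and the Adult-D210 libraries 0, so that it was at least 15.8-fold lower, counted against 3 reads per adult library. Among those higher in Adult-D210, circRNA10360 of SLC9B1 (chromosome 8, 127091752 to 127096676, 3 exons) had the smallest p-value, with 1, 0 and 0 reads in Piglet-D30 and 63, 26 and 22 in Adult-D210, at least 10.9-fold higher against 3 reads per piglet library (adjusted p = 0.000300 by the same edgeR test). It was followed by circRNA10691 of the host gene ENSSSCG00000011222 (log2 fold change 2.05), circRNA12280 of BAIAP2, circRNA11496 of SMC4 (3.19) and circRNA12278 of SLC38A10 (2.59). The call of circRNA10691 was lost on the scale of mapped reads, with an adjusted p of 0.0770 by edgeR's quasi-likelihood test. Of the 71 intronic circRNAs tested, 2 were called, both higher in Adult-D210. With edgeR's exact test, 1 intronic circRNA was called higher and 1 lower, and on the scale of mapped reads 1 was called higher.

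**Figure D2:**
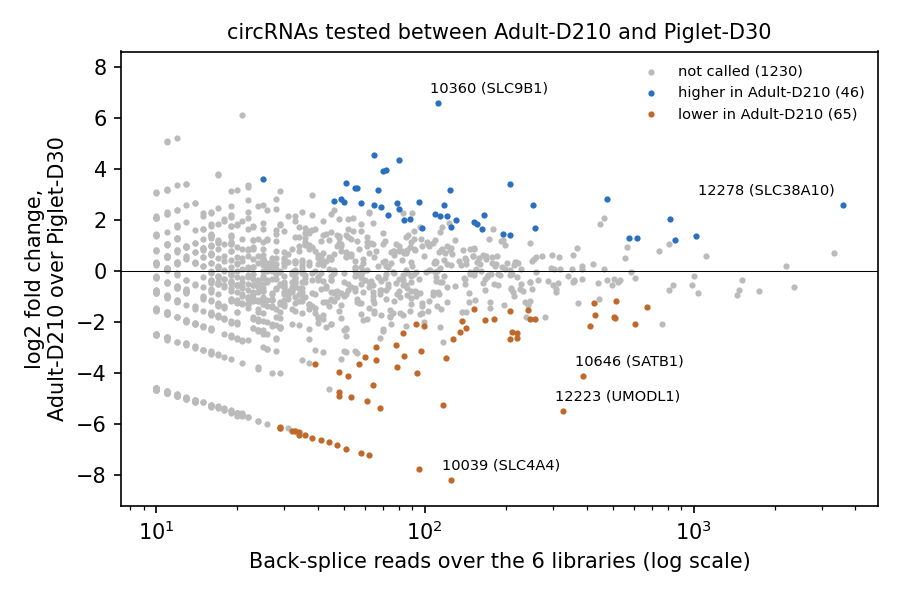
log2 fold change of Adult-D210 over Piglet-D30 (vertical axis) against the back-splice reads over the 6 libraries (horizontal axis, log scale) for the 1341 tested circRNAs. Each point is a circRNA, blue for the 46 called higher, orange for the 65 called lower and grey for those not called, and the largest number of reads among the called, 3599, belongs to circRNA12278 of SLC38A10.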

Among the Adult-D210 group, 1003 circRNAs were significantly upregulated and 1323 circRNAs were significantly downregulated compared to the Piglet-D30 group (Figure 4A,B). One of the most important biological functions of circRNA is to act as a highly efficient competitive endogenous RNA, which can adsorb miRNA, thus regulating expression of its target gene. Furthermore, each circRNA may combine with one or more target miRNAs. Targetscan and miRanda were used to predict the putative miRNA targets on circRNAs. Further statistical analysis of circRNA binding sites on 457 miRNAs found that most (447, 97.8%) miRNAs have at least 10 circRNA binding sites, of which the proportion of miRNAs containing 21–100 circRNA binding sites is the highest (Figure 4C), suggesting that circRNAs in the testes may regulate testicular development and spermatogenesis by actively participating in binding to miRNAs.

Hierarchical clustering analysis of the first 100 circRNAs based on *p* Value that are differentially expressed in the two groups was performed. As shown in the heat map (Figure 4D), samples at the same stage were clustered together, with red and blue representing significant (*p* Value < 0.05) increases or decreases, respectively, in the Adult-D210 group as compared to the Piglet-D30 group. 

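Over the 100 circRNAs with the smallest p-values, log2 counts scaled to library size correlated at r = 0.86 to 0.95 between libraries of a group and at 0.11 to 0.23 between libraries of different groups, and clustering by 1 − r with average linkage parted the 3 Piglet-D30 from the 3 Adult-D210 libraries. Since these circRNAs were chosen by the difference between the groups, all 1341 tested circRNAs were clustered too. Their correlations across circRNAs, which are not independent replicates, were 0.70 to 0.74 within and 0.51 to 0.59 between the groups, and the 2 clusters were again the 2 groups. Of the 10 ways to split the 6 libraries into 3 and 3, the split by age had the largest gap between the mean correlations within and between, 0.17 over all tested circRNAs, and 1 in 10 is the smallest share this design allows. Over the 71 tested intronic circRNAs, the correlations within (0.43 to 0.63) and between the groups (0.34 to 0.55) overlapped. The split by age again had the largest gap of the 10 splits, 0.11. The 2 clusters were the 2 groups with Pearson r and average linkage, but not with Spearman's rho or with complete linkage.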

The results show that circRNAs exhibit a clear differential expression during testicular development, and that the circRNAs involved in gene expression regulation (circRNA 12223, derived from *UMODL1* gene), histone acetylation (circRNA 5069, derived from *CREBBP* gene), motor behavior (circRNA 8431, derived from *APBA2* gene), small GTPase-mediated signal transduction (circRNA 18252, derived from *PLCE1* gene) and extracellular exosomes (circRNA 3303, derived from *CPNE8* gene) are significantly upregulated (*p* Value < 0.05).

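Of the 5 circRNAs, circRNA12223 was in the table analysed here. It lies in UMODL1 on chromosome 13, from 215770730 to 215777403 on the plus strand, and has 4 exons. It had 185, 59 and 78 back-splice reads in the Piglet-D30 libraries and 1, 0 and 4 in the Adult-D210 libraries, or 18.0 ± 13.1 SRPBM (SD, n = 3) and 0.227 ± 0.285 SRPBM (SD, n = 3). It was lower in Adult-D210, with a log2 fold change of −5.50 (standard error 0.71, adjusted p = 0.000135 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without each library in turn the log2 fold change stayed between −7.18 and −5.01, with adjusted p-values of the same edgeR test up to 0.00823. The circRNAs of CREBBP, APBA2, PLCE1 and CPNE8 were not analysed here. After its heat map, in which samples of a stage clustered together, the paper states that circRNAs are clearly differentially expressed during testicular development.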

### 3.4. GO and KEGG Signal Pathway Enrichment Analyses

CircRNA are usually produced by exon regions of coding genes through reverse splicing events [18]. In part, the function of circRNA may be inferred by its source gene [39]. In this study, GO and KEGG signal pathway enrichment analyses were performed on the generated source genes to predict their possible functions during testicular development and sperm maturation. GO enrichment analysis can provide insight into the functions of circRNAs.

According to the GO database, the source genes for suggestive differentially expressed circRNAs in the two age groups are divided into three ontologies: biological processes, cellular components, and molecular function. The 1527 source genes of 2326 significantly differently expressed circRNAs (*p* Value < 0.05) obtained from the sequencing results are completely enriched in 4716 GO items (Table S5). 

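The 4 gene numbers that Table S5 gives per term were retested with a one-sided hypergeometric test. Of the 1990 terms that could be read, 240 had a p-value under 0.05 and 0 a Benjamini-Hochberg adjusted p-value under 0.05, the smallest being 0.210. The paper counts more GO items than could be read. The paper counts 166 biological process and 33 cellular component terms under 0.05, and the terms read gave 165 and 29. The unread terms of these kinds therefore mostly have p-values of 0.05 or more. The adjusted p-values here cover the terms read only, and over all GO items they would probably be larger. The numbers of the table count 1366 host genes with a GO annotation among the host genes of the DECs, against a background of 7415.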

Among them, 3069 GO items are related to biological processes, 166 of which have significant differences (*p* Value < 0.05), including smoothened signaling pathways, piRNA metabolism processes, spermatogenesis, flagellar assembly, and stem cell development. 

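Retested from the paper's gene numbers, 165 of the 1324 biological process terms read had an unadjusted p-value under 0.05 in the one-sided hypergeometric test. The smallest belonged to the smoothened signaling pathway, with 14 of 28 background genes (2.71-fold enrichment, p = 0.000146, adjusted p = 0.210 by the exact hypergeometric test with Benjamini-Hochberg adjustment). The piRNA metabolic process had 5 of 6 (4.52-fold, p = 0.00107), motile cilium assembly 6 of 10 (3.26-fold, p = 0.00412) and stem cell development 1 of 1 (p = 0.184), all by the same exact test. The gene of stem cell development was SETD2, and 5 of its tested circRNAs were called higher in Adult-D210, circRNA10828 with 576 reads and a log2 fold change of 1.28 (standard error 0.29) among them, whose call was lost on the scale of mapped reads (log2 fold change 0.80) and in 3 of the 6 fits that left out 1 library. For the smoothened signaling pathway, the table analysed here held circRNA10186 of HHIP, with 13, 0 and 8 reads in Piglet-D30 and 0 in Adult-D210 (adjusted p = 0.123 by edgeR's quasi-likelihood test).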

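Among the cellular component terms, 29 of 204 had an unadjusted p-value under 0.05 when the paper's gene numbers were retested by the one-sided hypergeometric test. The motile cilium had 11 of 24 background genes (2.49-fold enrichment, p = 0.00188), the cell-cell junction 22 of 71 (1.68-fold, p = 0.00709) and sex chromatin 2 of 2 (5.43-fold, p = 0.0339), each with a Benjamini-Hochberg adjusted p-value of 0.231 by this exact test. Of the circRNAs that Table S5 lists for the motile cilium, 3 were tested here, and circRNA11759 (log2 fold change 3.25) and circRNA11760 (2.42), both of IQCG, were called higher in Adult-D210, the latter not on the scale of mapped reads or in 5 of the 6 fits that left out 1 library. Of those listed for the cell-cell junction, 10 were tested, 1 called higher and 4 lower, among the latter 3 of NECTIN3.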

A total of 580 GO items are related to the cellular location of genes, of which 33 are significantly different (*p* Value < 0.05), including centrosome, flagella, cell connections, and sex chromosomes. Furthermore, 961 GO items are related to the molecular functions of genes, of which 444 items are significantly different, (*p* Value < 0.05), including phospholipid transport ATPase activity, transcription activator activity, and phosphatase binding. 

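From the paper's gene numbers, 44 of the 403 molecular function terms read had an unadjusted hypergeometric p-value under 0.05. Phospholipid-translocating ATPase activity had 9 of 15 background genes (3.26-fold enrichment, p = 0.000408), phosphatase binding 8 of 16 (2.71-fold, p = 0.00410), and transcriptional activator activity at RNA polymerase II core promoters 19 of 56 (1.84-fold, p = 0.00403, all by the exact hypergeometric test). Of the 2 tested circRNAs listed for phosphatase binding, circRNA11717 of DLG1 was called higher in Adult-D210, with a log2 fold change of 1.66 (standard error 0.43, adjusted p = 0.0249 by edgeR's quasi-likelihood test). That call was lost on the scale of mapped reads and in all 6 fits that left out 1 library. In those 6 fits its log2 fold change lay between 1.42 and 1.85.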

Figure 5 shows the number of differential genes for the biological process, cell components, and molecular functions, GO terms in descending order, with the top 25, 15, and 10 GO items, respectively.

Moreover, analysis of the results showed that 1527 source genes that produce significant differences in circRNA expression (*p* Value < 0.05)during testicular development are enriched in 249 signal pathways (Table S6), 19 of which are significantly different (*p* Value < 0.05) (Figure 6), such as signal pathways that regulate stem cell pluripotency (*AKT3*, *AVCVR2A*, *FGFR1*, *ACVR1*, *FZD3*, *SMAD4*, etc.), tight junction (*MYH15*, *PRKCA*, *AMOTL1*, *PPP2CB*, *CDC42*, *PTEN*, etc.) and adhesion connections (*LEF1*, *NECTIN3*, *SMAD2*, *AFDN*, etc.), hedgehog signaling pathways (*HHIP*, *GSK3B*, *PTCH1*, *SMO*, *RAB23*, etc.), cAMP signaling pathways (*PLD1*, *TIAM1*, *GNAI1*, *ADCY1*, etc.), mTOR signaling pathways (*BRAF*, *RICTOR*, *HIF1A*, etc.), and phosphatidylinositol signaling systems (*CDS1*, *DGKH*, *PLCB1*, *DGKK*, etc.). These results indicate that the differentially expressed circRNAs play a key role in testicular development, spermatogenesis, and sperm maturation.

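Retested from the gene numbers of Table S6 (416 host genes of DECs in a background of 2504), 19 of the 249 pathways had an unadjusted hypergeometric p-value under 0.05 and 0 had a Benjamini-Hochberg adjusted one under 0.05. The smallest p-value, 0.00306, belonged to the stem cell pluripotency pathways (17 of 52 background genes, 1.97-fold enrichment), with an adjusted p of 0.315 by the same hypergeometric test. Adherens junction had 13 of 41 (p = 0.0122), hedgehog signaling 6 of 14 (p = 0.0185), cAMP signaling 21 of 86 (p = 0.0381) and the phosphatidylinositol signaling system 13 of 48 (p = 0.0442, all by the exact test). Of the 32 host genes named here, 8 had tested circRNAs in the table analysed, 31 in all, of which 3 were called higher and 4 lower in Adult-D210. Table S6 lists 12 of these 31, and 6 of the 12 were called. Lower in Adult-D210 were circRNA11895, circRNA11896 and circRNA11897 of NECTIN3, with log2 fold changes from −2.97 to −1.93, and circRNA10493 of CDS1 (−4.01). Higher were circRNA10329 of LEF1 (3.94) and circRNA11824 of GSK3B (2.21). Both of these calls, and that of circRNA10330 of LEF1, which Table S6 does not list, were lost on the scale of mapped reads, with adjusted p-values of 0.0692, 0.151 and 0.287 by edgeR's quasi-likelihood test, so that no higher call of these host genes remained there, whereas the 4 lower calls did. Over the 6 fits that left out 1 library, the call was lost in 5 for circRNA11824, 4 for circRNA11895, 4 for circRNA11897, 4 for circRNA10330, 2 for circRNA11896, 2 for circRNA10329 and 1 for circRNA10493. The other 6 of the 12, of HHIP, MYH15, PLD1 and TIAM1, had no read in any Adult-D210 library and adjusted p-values from 0.0968 to 0.152 by edgeR's quasi-likelihood test, with all 6 unadjusted p-values under 0.05.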

### 3.5. Validation of circRNA Sequencing Results

To validate the reliability of the circRNA sequencing data, three differentially expressed circRNAs including circRNA 12280, circRNA 17350, and circRNA 12874 were selected for abundance analysis by RT-qPCR. First, RNase R treatment showed that these candidate circRNAs are resistant to RNase, suggesting their circular characteristics (Figure 7A,B). Second, RT-qPCR was used to detect their expressions at different developmental stages. 

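Of the 3 selected circRNAs, circRNA12280 was in the sequencing table analysed here. It lies in BAIAP2 on chromosome 12, from 1537756 to 1559476 on the minus strand, and has 5 exons. It had 18, 12 and 12 back-splice reads in the Piglet-D30 libraries and 106, 61 and 43 in the Adult-D210 libraries. In SRPBM this was 2.30 ± 0.79 (SD, n = 3) against 10.1 ± 4.25 (SD, n = 3), 4.40 times as much in Adult-D210, and every adult library lay above every piglet library (exact permutation test, two-sided p = 0.1, the smallest possible). The log2 fold change after TMM normalization was 2.60 (standard error 0.38, adjusted p = 0.000717 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 2.46 and 2.75 without each library in turn. The sequencing reads of circRNA17350 and circRNA12874 were not analysed here.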

The expression patterns of these selected circRNAs were found to be consistent with those obtained from the circRNA sequencing data (Figure 7C), confirming that the results obtained by circRNA sequencing are reliable.

## 4. Discussion

The testicle is the organ where male animals produce androgens and sperm and is the main organ to maintain male fertility. The fertility of boars is an extremely important indicator in production and genetic breeding. The time required for development to sexual maturity of different breeds of pigs is not consistent. Our results of H & E staining showed that seminiferous tubules in the testis tissues of sexually mature Landrace boars were actively involved in spermatogenesis, demonstrating that the 210-day-old Landrace boars exhibit physiological characteristics of sexual maturity.

In the present study, most of the circRNAs were 100–10,000 nt in length, which is slightly different from previous observations on human testes and seminal plasma samples [25]. This means different species may have different requirements for the length of circRNAs transferred from nucleus to cytoplasm. Most of the circRNAs were from exon regions, which is in line with the findings of Chen [40], who reported that exon regions and 5′UTR sequences produce the most circRNAs.

Some studies have shown that circRNA plays an important regulatory role in testicular development [41]. For example, a large number of circRNAs were identified in the testicular tissue or seminal plasma of Qinchuan cattle [24], rats [28], humans [25,42], and pigs [26]. Related research on pigs has been mainly focused on maps of the testicular transcriptome [43], miRNAs [44], and sperm [45]. However, the comparative expression and the potential function of circRNA in development of pig testis have not been hitherto investigated. Liang et al. profiled expression landscape of circRNAs in testis of pigs at a certain age instead of providing differently expressed circRNAs. Previously, it was demonstrated that the characteristics of circRNAs in pig testis are similar but not identical to those from other tissues. Compared with other organs, circRNA expression in pig testes is abundant, second only to that in the brain [26]. Such a result is consistent with the results for different mouse tissues [28], which may be due to the need for large-scale and accurate regulation of gene spatiotemporal expression during spermatogenesis.

In this study, 2326 significantly differently expressed circRNAs were found between the Piglet-D30 and Adult-D210 samples. It has been previously reported that some exon circRNAs serve as sponges for miRNAs, targeting source genes in the cytoplasm [20] and adsorbing these miRNAs to regulate miRNA-targeted genes. Some EIciRNAs have been found to be cis regulators of source genes in the nucleus, and circRNAs have also recently been found to be active participants in gene regulation [22].

It was previously reported that the productions of circRNAs and piRNAs in mouse spermatogenic cells were highly regulated instead of random processes [46]. Testicular circRNA was suggested related to a switch of the cellular process to overcome a particular challenge that may arise in the early stages of steroid production; in some cases, isoforms and circular transcripts from different genes share functions and a global regulation of circRNA production is established [47]. In our GO enrichment and KEGG signal pathway analyses of the source genes of differentially expressed circRNAs, it was found that these genes are mainly involved in biological processes such as the piRNA metabolic process, spermatogenesis, positive regulation of hormone biosynthetic process, cilium assembly, and germ cell development. This includes centrosome, motile cilium, cell-cell junction, sex chromatin, and other cellular components, as well as molecular functions such as phospholipid-translocating ATPase activity, transcriptional activator activity, and phosphatase binding, indicating that circRNAs are involved in spermatogenesis, sperm motility, meiotic cell cycle, and fertilization.

Previous study showed that SMARCA5-derived circRNA9244 could be used as a marker to determine the stages of testicular development [47]. Plasma estradiol levels were significantly lower in circRNA9244-higly expressed animals than those in circRNA9244 deficiency animals, which means that immature animals have low abundance of circRNA9244. Our sequencing results also showed that circRNA 10187, sourced from the *SMARCA5* gene was significantly downregulated in the sexual maturation group (Table S4). 

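CircRNA10187 lies in SMARCA5 on chromosome 8, from 89343634 to 89344386 on the minus strand, and has 2 exons. It had 59, 23 and 32 back-splice reads in the Piglet-D30 libraries and 12, 12 and 5 in the Adult-D210 libraries, or 6.32 ± 3.71 SRPBM (SD, n = 3) and 1.43 ± 0.67 SRPBM (SD, n = 3). Every adult library lay below every piglet library (exact permutation test, two-sided p = 0.1, the smallest that 3 boars against 3 allow). The log2 fold change was −1.60 (standard error 0.48), with an unadjusted p of 0.00426 and an adjusted p of 0.0501 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, just outside the limit of 0.05. Over all alternatives run, those without a library included, the adjusted p of this test or its replacement ran from 0.0247 to 0.189, and the direction stayed the same.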

Androgen is essential for maintaining normal testicular spermatogenesis. Testis is not only the site of androgen biosynthesis, but also the target organ of androgen [48]. Our sequencing results also showed that, compared with the immature group, circRNA 6682 (derived from *NSD1* gene) involved in the androgen receptor binding is significantly upregulated in the testis of the sexually mature group (Table S4). NSD1 is homology to putative histone lysine methyl transferase that is observed in the testes of mangrove rivulus fish [49]. It is generally believed that androgen cannot directly act on spermatogenic cells, but on Sertoli cells and myoid cells to create a microenvironment suitable for spermatogenesis [50]. 

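CircRNA10979 of POC1A lies on chromosome 13, from 37486493 to 37499329 on the minus strand, and has 3 exons. It had 3, 5 and 4 back-splice reads in the Piglet-D30 libraries and 27, 12 and 18 in the Adult-D210 libraries, or 0.638 ± 0.116 SRPBM (SD, n = 3) and 2.70 ± 0.87 SRPBM (SD, n = 3). The log2 fold change was 2.50 (standard error 0.61, adjusted p = 0.0160 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaled by mapped reads it was 2.05, with an adjusted p of 0.0962 by the same edgeR test, no longer under 0.05. It stayed between 2.22 and 2.72 without each library in turn, with adjusted p-values of that test up to 0.0813. The circRNA of TDRD1 was not analysed here.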

Our sequencing results showed that, some circRNAs involved in the spermatogenesis (e.g., circRNA 10979, derived from *POC1A* gene), germ cell development (e.g., circRNA 18456, derived from *TDRD1* gene) are significantly upregulated in the testis of the sexually mature group (Tables S4 and S5), which indicates that the testis of this group was more active. POC1A is essential for normal function of both Sertoli cells and germ cells [51]. Tudor domain-containing proteins (TDRDs) play a critical role in germ cell development and piRNA biogenesis [52]. These circRNAs might be involved in spermatogenesis by interacting with source genes. Due to the stability and spatiotemporal specificity of circRNAs, circRNA 10187, circRNA 6682, circRNA 10979, and circRNA 18456 may be used as biomarkers of boar sexual maturity. The study of these genes and the circRNAs produced by these genes may provide a new perspective for spermatogenesis research.

Meanwhile, the tight junction between Sertoli cells is an important structure of the blood testis barrier, which plays a key role in spermatogenesis [53]. Our sequencing results showed that the differentially expressed circRNAs were significantly enriched in tight junction pathway. 

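For the tight junction pathway, the gene numbers of Table S6 (19 of 61 background genes, 1.88-fold enrichment) gave an unadjusted p of 0.00332 in a one-sided hypergeometric test and a Benjamini-Hochberg adjusted p of 0.315 over the 249 pathways. Of the circRNAs listed for it, circRNA11914 of MYH15 was tested here, with 13, 1 and 7 reads in Piglet-D30 and 0 in Adult-D210 (adjusted p = 0.0968 by edgeR's quasi-likelihood test).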

For example, circRNA 1774 (derived from *CDC42* gene) and circRNA 18184 (derived from *PTEN* gene) were significantly downregulated in the testis of the sexually mature group (Table S6). The possible explanation is that after the blood testis barrier is established and matured, spermatogenic cells in the testis undergo meiosis, and a large number of spermatogenic cells increase continuously, which makes the proportion of Sertoli cells decrease with testis development [54]. Therefore, in different developmental stages of boar testes, some cell junction associated proteins may be reduced due to the lower proportion of Sertoli cells during testicular development. 

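For the mTOR signaling pathway, the gene numbers of Table S6 (11 of 38 background genes, 1.74-fold enrichment) gave an unadjusted p of 0.0395 in a one-sided hypergeometric test and an adjusted p of 0.579 after Benjamini-Hochberg adjustment. Of the circRNAs that could be read for this pathway, circRNA11329 was tested here and was called lower in Adult-D210, with an adjusted p of 0.0249 by edgeR's quasi-likelihood test, a call that was lost in 5 of the 6 fits that left out 1 library.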

Our sequencing results also showed that the differentially expressed circRNAs were significantly enriched in mammalian target of rapamycin (mTOR) complex pathway. For example, circRNA 40370 (derived from *RICTOR* gene) is significantly upregulated in the testis of the sexually mature group (Table S6). This may be because of the importance of RICTOR/mTOR complex 2 signaling in spermatogenesis and Sertoli cell function through maintenance of BTB integrity, Sertoli cell cytoskeletal dynamics, and cell polarity [55].

## 5. Conclusions

The results indicated that circRNAs are abundantly and dynamically expressed in porcine testicular development and circRNAs may have important functions in porcine testicular development. Thus, this study can provide potential molecular markers used to evaluate the testicular developmental status of boars and selecting optimal breeding stock.

## Figures and Tables

**Figure 1:**
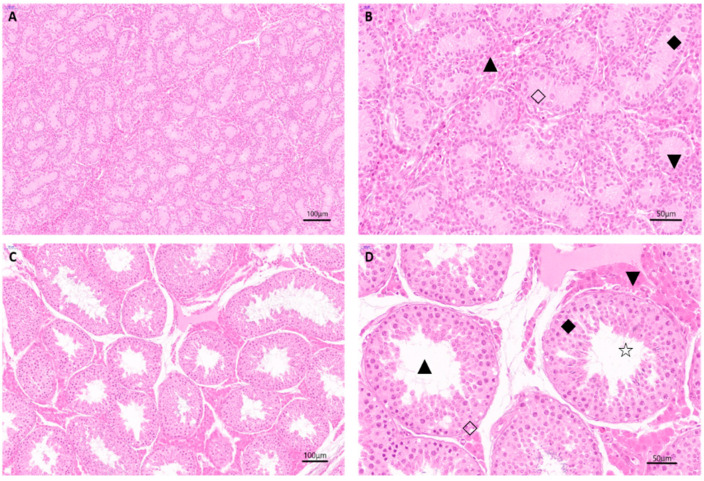
Morphological and histological analysis of the testes tissues of young (Piglet-D30) and sexually mature (Adult-D210) boars. Different magnifications of young boar testis tissues (**A**,**B**). The seminiferous tubule structure is formed, the lumina are in an atresia state, and it contains only one type of germ cell, namely the spermatogonia. Bars = 100 μm and 50 μm. Different magnifications of mature boar testis tissues (**C**,**D**). The seminiferous tubules have clear lumina and contain germ cells at different periods. Bars = 100 μm and 50 μm. ▲ Seminiferous tubule; ▼ interstitial cells; ◆ spermatogonia cells; ◇ sustentacular cells; ☆ sperm.

**Figure 2:**
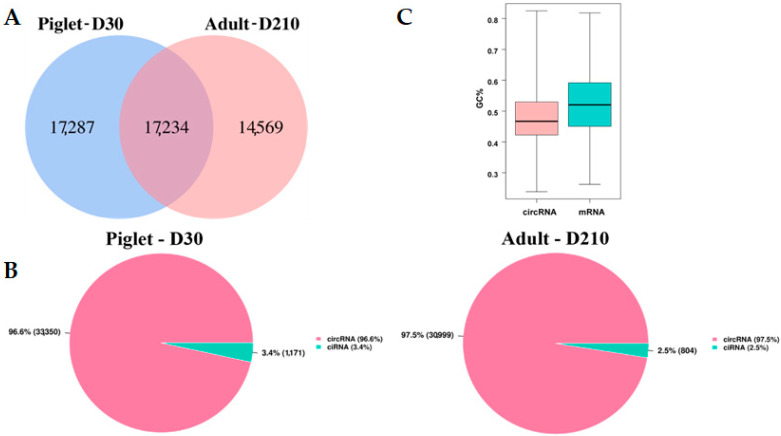
Basic characteristics of circRNAs in the testes of young (Piglet-D30) and sexually mature (Adult-D210) boars. Venn diagram showing the amount of circRNA expression in the testes tissues of young and sexually mature Landrace boars (**A**). Distribution of circRNA types in the testis tissue of young and sexually mature Landrace breeding boars. All circRNAs are divided into two types: exon circRNA, and intron circRNA (ciRNA) (**B**). GC contents of circRNA obtained from sequencing compared with the GC contents of mRNA in the database (**C**).

**Figure 3:**
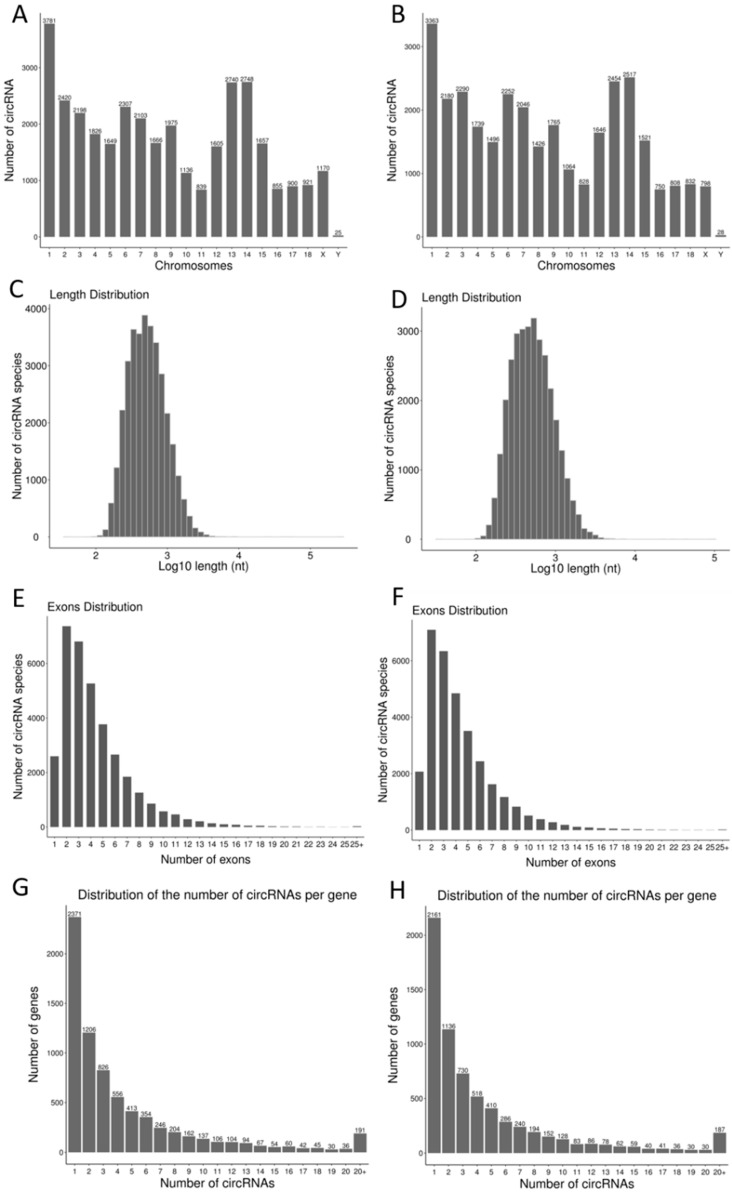
Comparison of basic characteristics of circRNA in testes tissues of young (Piglet-D30) and sexually mature (Adult-D210) boars. Distribution of circRNAs on chromosomes in testis tissues of young and sexually mature Landrace breeding boars (**A**,**B**). Length distributions of circRNA in testis tissues of young and sexually mature Landrace breeding boars (**C**,**D**). Analysis of the number of exons contained in exon circRNA in the testis tissues of young and sexually mature Landrace breeding boars (**E**,**F**). Number of circRNAs produced by genes of different origin in the testis tissues of young and sexually mature Landrace breeding boars (**G**,**H**).

**Figure 4:**
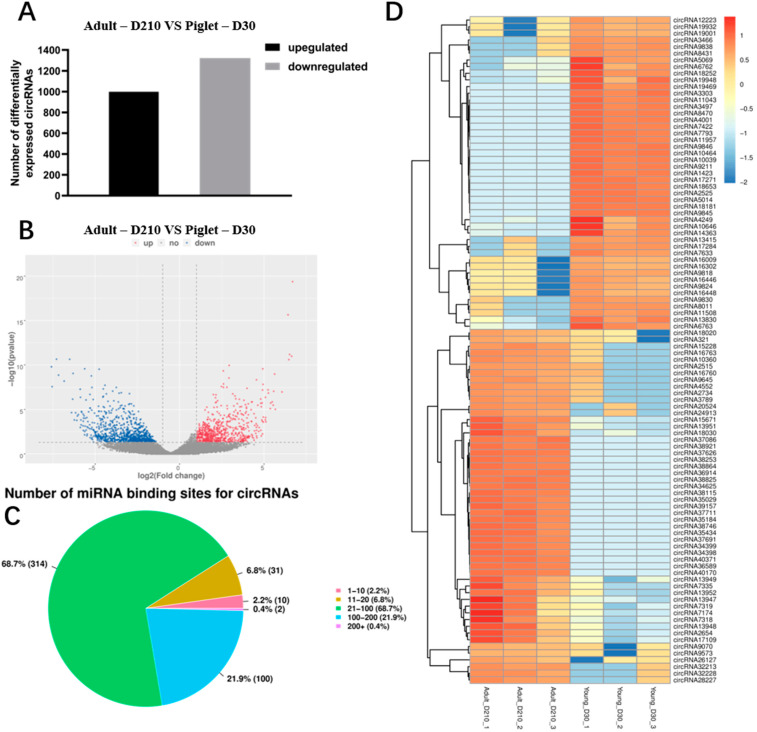
Differentially expressed circRNAs in testes tissues of young (Piglet-D30) and sexually mature (Adult-D210) boars. Significantly differently expressed circRNAs in the testis tissues of young and sexually mature Landrace breeding boars, with upregulated circRNAs on the left and downregulated circRNAs on the right. *p* Value < 0.05, and log2 (fold change) > 1 or log2 (fold change) < −1 (**A**). Volcano plot of significantly differently expressed circRNA, where red represents the upregulated circRNAs and blue represents the downregulated circRNAs (**B**). Analysis of the proportion of circRNA processing different numbers of miRNA targets (**C**). Heat map showing the changes of the first 100 significantly differently expressed circRNAs in the testis tissues of young and sexually mature Landrace breeding boars. Red represents upregulation and blue represents downregulation (**D**).

**Figure 5:**
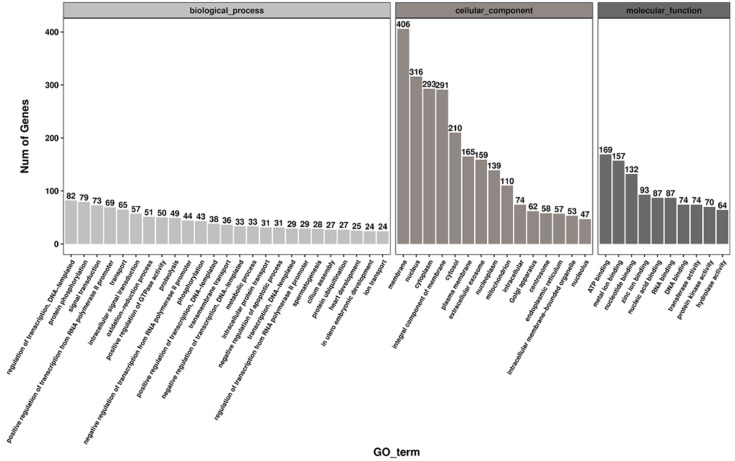
Gene ontology (GO) analysis of differentially expressed circRNA source genes. GO analysis of the top enriched terms of the differentially expressed circRNA hosting genes identified in young (Piglet-D30) and sexually mature (Adult-D210) boar testes. The source genes are divided into three ontologies by GO analysis (left: biological process, middle: cells, organ components, right: molecular function).

**Figure 6:**
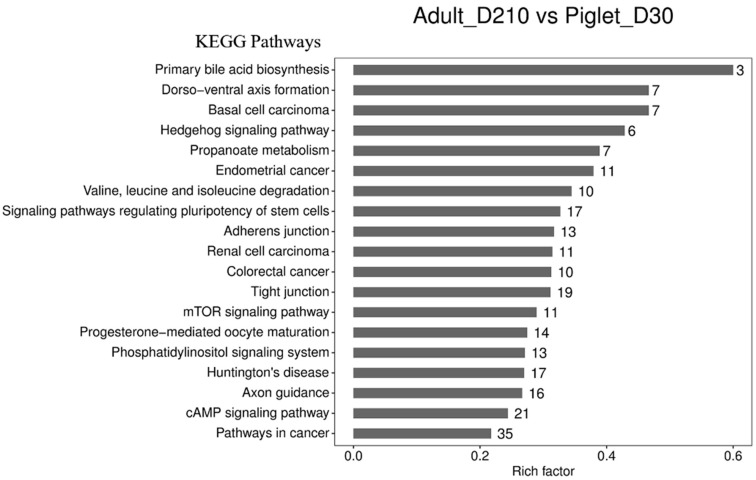
Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of hosting genes of differentially expressed circRNAs. Analysis of KEGG signals pathways of the source genes of circRNAs with the largest differential expression in young (Piglet-D30) and sexual mature (Adult-D210) boar testes. All 19 KEGG signal pathways with significant differences are listed.

**Figure 7:**
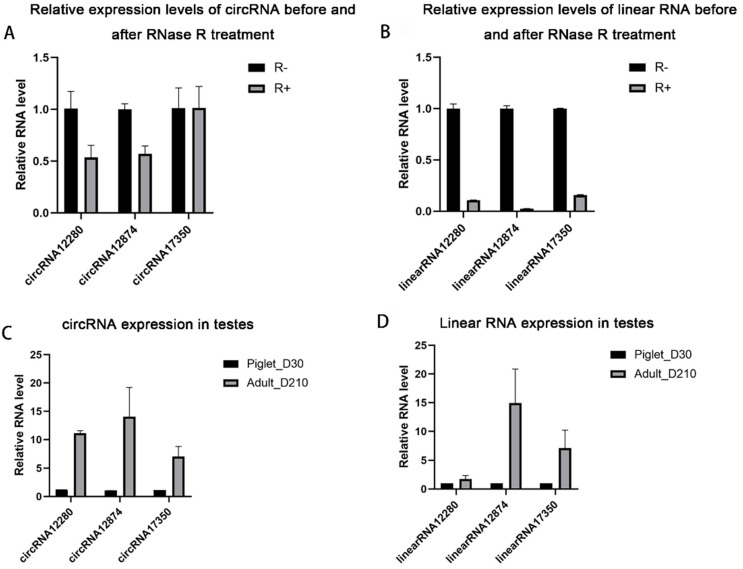
Validation of differentially expressed circRNAs in young (Piglet-D30) and sexual mature (Adult-D210) boar testes. Relative expression levels of circRNAs before and after RNase R treatment (**A**). Changes of the relative expression levels of linear RNA corresponding to circRNAs before and after RNase R treatment (**B**). Relative expression changes of circRNAs in testes before and after sexual maturity (**C**). Changes of the relative expression levels of linear RNA corresponding to circRNAs in the testes before and after sexual maturity. R− and R+ represent RNA treat with or without RNase R. The data were normalized against endogenous housekeeping gene *EF1α1* and the Value for the blank control was set as one (**D**).

## Data Availability

The datasets generated for this study can be found in NCBI GEO accession GSE166000.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11051430/s1, Table S1: Summary of sequencing results in testis, Table S2: Testis-specific primer sequences used in this study, Table S3: List of all circRNAs expressed in testis, Table S4: Summary of differentially expressed circRNAs in testicular tissues of young and sexually mature Landrace boars, Table S5: GO analysis of host genes producing DECs in testicular tissues of young and sexually mature Landrace boars, Table S6: KEGG analysis of host genes producing DECs in testicular tissues of young and sexually mature Landrace boars.

How the deposited data were processed for this re-analysis (not part of the article)

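Testis RNA depleted of ribosomal and linear RNA was sequenced from 3 Piglet-D30 and 3 Adult-D210 Landrace boars, 1 library per boar, as 150 nt read pairs. Samples were assigned to groups and replicates from their labels, which carry the same names as Table S1. The authors trimmed reads with Cutadapt, mapped them with TopHat2 to the Ensembl pig assembly, took back-splice reads from TopHat-Fusion and CIRCExplorer2, and deposited the raw count of back-splice reads per circRNA and library. The authors also deposited SRPBM, a normalized signal in which the count is scaled by mapped reads and read length, together with each circRNA's coordinates, exon number, type and host gene.

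The table analysed here holds 4350 circRNAs, of which 1798 are intronic and 2552 exonic. The exonic circRNAs lie on chromosomes 7, 8, 12 and 13, and each has at least 1 read in Piglet-D30 replicate 1. The remaining circRNAs of the paper, including 11 of the 15 that its text names by number, were not analysed here. Back-splice reads per library ranged from 12701 to 33091, and 1180 circRNAs had 1 read in all, so that presence or absence of a circRNA in a library mostly rests on a few reads. The smallest level counted as above the depth was 3 reads in a library. Mapped reads per library, recovered from the ratio of count to SRPBM, ranged from 37364412 to 49179118, which was 73.7% to 81.4% of the clean reads in Table S1. Replicates of a group differed by more than counting noise for every pair of libraries (chi-square over degrees of freedom from 3.87 to 4.97). Each library was treated as 1 boar, as the paper's design gives it.

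Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on circRNAs with at least 10 reads over the 6 libraries. The steps were TMM normalization of the back-splice totals, dispersion estimation, a robust quasi-likelihood fit in the form of edgeR 4 and the quasi-likelihood F test of Adult-D210 against Piglet-D30, with Benjamini-Hochberg adjustment over the 1341 circRNAs tested. A circRNA was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the limits in the paper's methods. The paper's text does not name the edgeR test. Standard errors were obtained from the log2 fold change and the F statistic. The back-splice totals of a table that holds part of a library are not its depth, so mapped reads as library size were one of the alternatives. The same code was tested on simulated data drawn from the real means, TMM-scaled library sizes and trended dispersions, with 200 circRNAs changed by a log2 fold change of 2 or 3. The simulation left out the choice of exonic circRNAs by Piglet-D30 replicate 1 and any error in scaling, so it says nothing about either. Of the 183 changed circRNAs that passed the filter, 63 (34.4%) were called, and 56.3% of those above the median abundance. Of the 66 calls, 3 were unchanged circRNAs and 0 had the wrong direction. With no circRNA changed, 0 calls were made.

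Single values per library were compared with exact two-sided permutation tests. Shares over the paper's totals carry 95% Wilson intervals. Enrichment was retested from the 4 gene numbers per term in Tables S5 and S6 with a one-sided hypergeometric test and Benjamini-Hochberg adjustment over the 249 pathways and the 1990 terms that could be read. Libraries were clustered by 1 − Pearson r on log2 counts scaled to library size with a prior count of 2 and average linkage. Python 3.11.15 with SciPy 1.17.1 was used for these steps.

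The circRNAs named in the text are those that the paper names by number, the circRNAs that Table S6 lists for host genes in its pathway paragraph, and the 5 with the smallest p in each direction among those called. Any other was chosen after its values were seen. Host gene names are those of the deposited table. Of the 501 host genes of the tested circRNAs, 118 are listed there by Ensembl identifier, and 0 of the 118 matched the RefSeq gene table of the assembly Sscrofa11.1, which was used for names only, so these remain identifiers. Alternatives to each choice (DESeq2 1.42.0, no TMM, mapped reads, edgeR's exact test, the older form of the quasi-likelihood fit, other filters, no fold change limit, a block for the replicate number, each library left out, other rules of detection and other clustering) were tried, and 1 more was chosen after seeing the data, in which the library with a read for every exonic circRNA was left out of both filter and test. The intronic share of each library's circRNAs, GC content, exonic length, miRNA targets, RT-qPCR and histology were not analysed here.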

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

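The circRNAs below were picked out after their values were seen, and the tests of them were chosen only then. They come from circRNAs that the paper does not discuss, and each had more than 3 reads in every library of the group in which it was higher.

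The host gene listed as ENSSSCG00000011217, on chromosome 13, had circRNAs that changed in opposite directions. CircRNA10675 (15427699 to 15440865, 3 exons) was higher in Adult-D210, with a log2 fold change of 3.26 (standard error 0.87, adjusted p = 0.0257 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CircRNA10676 (15427699 to 15457207, 5 exons), which has the same lowest coordinate, was lower in Adult-D210 (log2 fold change −2.69, standard error 0.47). So were circRNA10674 and circRNA10677, which share the highest coordinate of circRNA10676 and lost their calls in 5 and 4 of the 6 fits that left out 1 library. All 4 lie on the minus strand. Of the reads of these 4 circRNAs, circRNA10675 took 0.662%, 0% and 6.02% in the Piglet-D30 libraries, with 151, 49 and 83 reads in all, and 69.4%, 63.2% and 65.0% in the Adult-D210 libraries, with 36, 19 and 20. These shares are taken within a library, so that no scaling between libraries enters them. Among the 22 host genes with 2 or more called circRNAs, this was the 1 with calls in both directions. Reads of a single library do not explain the higher circRNA10675, which had 1, 0 and 5 reads in Piglet-D30 and 25, 12 and 13 in Adult-D210, and its log2 fold change was never below 2.72 without each library in turn. Its adjusted p by the same edgeR test rose to as much as 0.124 in those fits, and its call was lost in 5 of the 6. By that test the call was also lost on the scale of mapped reads (adjusted p = 0.0867), with the replicate block (0.102) and in the added fit on 5 libraries (0.0901). The adjusted p of circRNA10675 lay within a range of 0.00598 to 0.124 over all alternatives. A change in which exons are joined with age may be considered as a hypothesis. Reads from a related gene copy were not tested.

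Of the 71 intronic circRNAs tested, ciRNA329 and ciRNA426 were called, both higher in Adult-D210. With edgeR's exact test, 1 intronic circRNA was called higher and 1 lower. The intronic circRNA ciRNA329 of PPP1R1B (chromosome 12, 23071512 to 23071802) had 1, 2 and 0 reads in the Piglet-D30 libraries and 18, 30 and 14 in the Adult-D210 libraries, at least 6.39-fold higher when set against 3 reads per piglet library (adjusted p = 0.00269 by edgeR's quasi-likelihood test). Its log2 fold change was never below 4.09 without each library in turn, and its largest adjusted p by that test in those fits was 0.0384. It was called under all settings tried. For ciRNA426 of GBF1 (chromosome 14, 123216625 to 123217227), 1, 1 and 0 reads in Piglet-D30 stood against 10, 8 and 5 in Adult-D210, at least 2.31-fold higher (adjusted p = 0.0441 by the same edgeR test). Its log2 fold change was never below 3.17 without each library in turn, but its call was lost in each of those 6 fits, with adjusted p-values of the same test up to 0.127, and on the scale of mapped reads, with edgeR's exact test, with the older quasi-likelihood fit, without a filter, with the replicate block and in the added fit on 5 libraries, chosen after seeing the data, the adjusted p ranging from 0.0368 to 0.128 over all alternatives. Every Adult-D210 library had more reads of both than every Piglet-D30 library, so reads of a single library do not explain them. More transcription of the host gene in the adult testis may be a biological explanation, which was not tested, since linear RNA was removed before sequencing.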

How the results depend on the processing

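The alternatives named here were set before the data were examined, except the fit that left Piglet-D30 replicate 1 out of filter and test, which was chosen after seeing that all exonic circRNAs of the table have a read in that library. The cause of each change below was not tested unless a value is given for it.

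The number of called circRNAs (111, with 46 higher and 65 lower in Adult-D210) stayed within 1.5 times under DESeq2 (108), library totals without TMM (114), scaling by mapped reads (77), edgeR's exact test (111), the older quasi-likelihood fit (117), no filter (128), edgeR's own filter (95), at least 30 reads (136) and no fold change limit (113). Scaling by mapped reads split the calls into 9 higher and 68 lower, or 11.7% higher against 41.4%, and moved the median log2 fold change from −0.42 to −0.90. Leaving out each library in turn gave 33 to 78 calls, 13 to 34 of them higher and 20 to 50 lower. The added fit on 5 libraries gave 72 calls, 36 higher and 36 lower. At an unadjusted p-value, 324 circRNAs were called, and 205 under DESeq2, 129 with edgeR's own filter and 202 with at least 30 reads.

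Replicate numbers are shared by both groups but belong to different boars, and libraries with the same number did not deviate together from their group means (correlations of 0.05, −0.01 and −0.03 for numbers 1, 2 and 3 over the tested circRNAs). With the replicate number as a block, 33 circRNAs were called, 14 higher and 19 lower, and all 33 were among the 111.

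Of the 34 circRNAs named by number with a fold change or an adjusted p, 29 were called, and 0 of the 34 changed direction under any alternative in which they were tested. Over their 204 values in fits that left out 1 library, 65 lost the call and 2 gained it. Over the 293 values under the other alternatives, apart from the block, 23 lost it and 12, of circRNA10187, circRNA1004 and circRNA11870, gained it. With the block, 13 of 34 lost it. On the scale of mapped reads, 10 lost it, all of them higher in Adult-D210.

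Detection depended on the rule. With at least 2 of the 3 libraries of a group required, 1867 circRNAs were detected in place of 4350, 1700 in Piglet-D30, 1132 in Adult-D210 and 965 in both, from 657 host genes in place of 1861. For the intronic circRNAs these numbers were 185 in all, 143, 96 and 54, from 108 host genes in Piglet-D30 and 74 in Adult-D210. With at least 2 reads in the group, 853 intronic circRNAs were detected in all, 580 in Piglet-D30, 370 in Adult-D210 and 97 in both, from 479 and 287 host genes. Under each of these rules, and with libraries subsampled to the smallest, more were detected in Piglet-D30 than in Adult-D210. Without each library in turn, 2386 to 3723 circRNAs were detected in Piglet-D30. The lowest number, without Piglet-D30 replicate 1, stood against 2363 in Adult-D210, which then had 1 library more. Over the exonic circRNAs the order was reversed in that case, with 1557 in Piglet-D30 and 1559 in Adult-D210. The intronic circRNAs detected per library and the intronic and total back-splice reads per 1000000 reads stayed lower in Adult-D210 without each library in turn, and the reads also with clean reads as the denominator.

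The difference in the chromosome X share of intronic circRNAs (−0.18 percentage points) had no stable sign. It was 0.0526 when reads were counted, and ran from −0.90 to 0.32 without each library in turn. The number of circRNAs above 10 SRPBM (48) was 119 when any one library sufficed, 74 by the higher group mean, and 3426 on the scale of reads per 1000000 back-splice reads. The 2 clusters equalled the 2 groups under each alternative for all tested circRNAs and for the 100 with the smallest p, whereas over the 71 intronic circRNAs they did so with Pearson r and average linkage but in 0 cases with Spearman's rho or complete linkage. After Benjamini-Hochberg adjustment, 0 of 19 pathways and 0 of 240 GO terms with an unadjusted p under 0.05 stayed under 0.05.

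The share of each library's circRNAs that are intronic was not run, since the table analysed holds part of the exonic circRNAs. In the simulated data 34.4% of changed circRNAs were called, and 56.3% above the median abundance.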

Differences from the paper's values

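The paper reports 2326 differentially expressed circRNAs, 1003 higher and 1323 lower in Adult-D210, among all its circRNAs. Here 111 were called among 1341 tested, 46 higher and 65 lower. The table analysed holds part of the paper's circRNAs, so the numbers do not cover the same set. The limits differ too. The paper's methods give an FDR-adjusted p-value and its results a p-value under 0.05. Table S4 lists circRNAs with q-values above 0.05, so the 2326 were not held to an adjusted p under 0.05, whereas the 111 were. At an unadjusted p-value under 0.05 with the same fold change limit, 324 were called here. None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers. All but the fit without a filter tested no more than 1341 circRNAs, too few to come that near to 2326. The part of Table S4 that could be read holds 702 circRNAs. Of these, 601 have the paper's q-value under 0.05, 276 higher and 325 lower, and its q-values reach 0.0710 at a p of 0.00219.

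The paper states 444 molecular function terms with an unadjusted p-value under 0.05, and the terms of Table S5 that could be read gave 44. The p-values printed in Table S5 for these terms also gave 44, so the difference lies between the paper's text and its table. Only 403 molecular function terms could be read, so no setting could have reached 444. With Benjamini-Hochberg adjustment there were 0.

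For circRNA12223, the log2 fold change was −5.50 against the paper's −6.31 in Table S4. The log2 ratio of mean SRPBM, a comparison chosen after seeing the values, was −6.31, the paper's value. Scaled by mapped reads the log2 fold change was −6.12, within the standard error of the paper's value. The values under DESeq2 (−5.48), edgeR's own filter (−5.52), the replicate block (−5.56) and without Piglet-D30 replicate 2 (−5.78) or 3 (−5.59) also lay within their standard errors of it, and those under the other alternatives did not. For circRNA12280, the log2 fold change was 2.60 against the paper's 2.14. The log2 ratio of mean SRPBM, also chosen after seeing the values, was 2.14, the paper's value. Scaled by mapped reads the log2 fold change was 2.14. Without Piglet-D30 replicate 2 (2.54) or 3 (2.59) or Adult-D210 replicate 1 (2.46) it lay within its standard error of the paper's value, and the other alternatives set before the data were examined did not close the gap.

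The paper's text lists circRNA12223 among circRNAs that are upregulated, and here it was lower in Adult-D210 under all settings run, with a log2 fold change of −5.50. The paper's Table S4 also gives it, circRNA5069, circRNA8431, circRNA18252 and circRNA3303, the others of that list, as down. The paper states that circRNA10187 is significantly downregulated. Here its adjusted p was 0.0501 by edgeR's quasi-likelihood test, and it was called with the older quasi-likelihood fit (0.0445), edgeR's own filter (0.0283), at least 30 reads (0.0247), without Piglet-D30 replicate 2 (0.0458), and at an unadjusted p (0.00426), within a range of 0.0247 to 0.189 over all its alternatives. The part of Table S4 that could be read also lists circRNA1004 and circRNA11870 (paper's q-values above 0.05), whose adjusted p was 0.0525 for both here. Both were called with edgeR's exact test, the older quasi-likelihood fit, no filter and at least 30 reads, and circRNA1004 also on the scale of mapped reads and without Adult-D210 replicate 2, over ranges of 0.0320 to 0.229 for circRNA1004 and 0.0314 to 0.176 for circRNA11870. The paper's text lists stem cell development among terms with a significant difference. The hypergeometric p from its gene numbers was 0.184, the value that Table S5 itself gives. HHIP, MYH15, PLD1 and TIAM1 are named as host genes of differentially expressed circRNAs, and none of the 6 circRNAs that Table S6 lists for them was called here at an adjusted p under any of the settings that gave them one. DESeq2, edgeR's own filter, at least 30 reads and the added fit on 5 libraries, chosen after seeing the values, gave them none. All 6 had an unadjusted p under 0.05.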

Other observations

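The tests of splits, of the share of higher calls and of Piglet-D30 replicate 1 were chosen after those results were seen, and the tests of recurrence in adult libraries, with both types held to a read in Piglet-D30 replicate 1 or not, and of circRNAs of the same host gene before theirs.

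Of the 10 splits of the 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs, and 1 of these 4 splits, the one by age, gave as many as 111 called circRNAs. The 9 other splits, 6 of which part 1 same-numbered pair, gave 0 calls at an adjusted p and 37 to 71 at an unadjusted p, against 324 by age. Since same-numbered libraries did not deviate together from their group means, all 10 splits can be compared. The split by age was the only one of the 10 with calls at an adjusted p. Neither 4 nor 10 splits allow a share under 0.05.

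More circRNAs were called lower than higher in Adult-D210, and 41.4% of the calls were higher. Since all exonic circRNAs analysed have a read in Piglet-D30 replicate 1, their choice is a candidate explanation. With that library left out of filter and test, 50.0% of 72 calls were higher, a shift in the direction that this explanation predicts. The fit does not undo the choice, since exonic circRNAs without a read in that library are still missing. It therefore cannot decide on this explanation. The scaling of the libraries is another. The share was 44.4% under DESeq2, 46.5% with library totals alone and 11.7% on the scale of mapped reads, so that it depended on the scaling but stayed under 50 under these 3. The paper's own circRNAs with a q-value under 0.05 in the part of Table S4 that could be read, which are not limited by the choice of exonic circRNAs, are higher in 45.9% of cases, which goes against that choice as the only explanation. No biological explanation of the excess was tested.

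Over the circRNAs analysed, intronic circRNAs were found in fewer replicates than exonic circRNAs with as many reads. Of the 338 intronic circRNAs with 2 to 10 reads in Adult-D210, 80.8% had them all in 1 of the 3 libraries. Counting noise at the libraries' depths would give 22.5%, and the observed share was 3.59 times that. In Piglet-D30 it was 80.3% of 543, against 19.0%. The 729 exonic circRNAs with 2 to 10 adult reads also exceeded counting noise, 44.3% against 12.0%, so that for both types low counts gathered in single libraries. The 3 libraries come from 3 boars, so differences between boars may explain this as well as a step that acts on both types alike, such as copies made by PCR, and counting noise was too low a standard for libraries whose replicates differ by more than it. At equal numbers of adult reads, 65.3% of exonic circRNAs lay in 1 library, 15.4 percentage points fewer than the intronic (p = 0.0001 by permutation of the type within each number of reads, the smallest of 10000 permutations). All exonic circRNAs analysed have a read in Piglet-D30 replicate 1, a choice that favours circRNAs found in several libraries and is a candidate explanation of this difference. Among circRNAs of both types with a read in that library, 50.9% of 55 intronic circRNAs had their adult reads in 1 library, against 53.0% of exonic circRNAs at the same numbers of reads, a difference of −2.06 percentage points (permutation test of the type within each number of reads, one-sided p = 0.668). The difference between the types therefore cannot be told apart from this choice, and differences between boars and a step that acts on both alike remain open. No biological explanation was tested.

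Piglet-D30 replicate 1 had 886 back-splice reads per 1000000 mapped reads, against 423 and 429 in replicates 2 and 3, and 479.5, 354 and 260.3 in the adult libraries. It also had the lowest share of clean reads mapped, 73.7%, which raises a number per mapped read. Per clean read the ratio to replicate 2 was 1.93, against 2.09 per mapped read, so that the smaller share mapped accounts for little of the excess. The choice of exonic circRNAs with a read in this library is a candidate explanation of part of it. Over the 192 exonic circRNAs with at least 20 reads in replicate 3, which were not chosen on a library of the ratio and for which a read in replicate 1 is a weak limit, the ratio to replicate 2 per mapped read was 1.85, against 2.15 over all exonic circRNAs, and did not reach 1. Over those with at least 20 reads in replicate 2, the ratio to replicate 3 was 1.79, against 2.09. These circRNAs are also the more abundant ones, so that the lower ratios cannot be put down to the choice alone. Over the intronic circRNAs, which carry no such choice, the ratio was 1.32 to replicate 2 and 1.70 to replicate 3. How well linear RNA was removed was not tested, and a single boar gives no biological explanation to test.

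A further hypothesis was that circRNAs of 1 host gene change together. Among the 265 host genes with 2 or more tested circRNAs, 63.8% of the 3097 pairs of circRNAs from the same gene lay on the same side of the median log2 fold change, against 50.0% when circRNAs were shuffled among the genes (permutation test over circRNAs, which are not independent replicates, p = 0.0001, the smallest that 10000 permutations give). Of the 22 host genes with 2 or more called circRNAs, 1 had calls in both directions, against a mean of 12.3 after shuffling. Random assignment of circRNAs to genes is therefore not enough to explain this. The shuffle did not keep numbers of reads, with which log2 fold changes varied. Their median was −0.42 with at least 10 reads and −0.194 with at least 30. Similar read numbers within a gene were therefore not excluded as a reason. Shared transcription of the host gene is consistent with this share of 63.8%, but reads of back-splice junctions alone do not test it.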
